A study of Mus musculus with 12 samples. Its data were reported in "Sox2 levels regulate the chromatin occupancy of WNT mediators in epiblast progenitors responsible for vertebrate body formation" (2022).

How the data were processed

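Messenger RNA of mouse cells was enriched for polyadenylated transcripts and sequenced as strand-specific, single-end libraries with reads of 76 bp. The 12 samples, at 72 h of culture, fell into 4 groups of 3 by their labels. The EpiLC and CEpiLC groups were wild type. The SOX2-OFF and SOX2-ON groups came from the SOX2 TetON line. The 2 treatments that define the groups were CHIR99021, added from day 2 to day 3, and doxycycline. FGF was used at 10 ng/ml and LGK974 at 5 µM throughout.

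The authors trimmed the reads with cutadapt, aligned them with STAR to the mouse assembly mm10 and quantified RefSeq genes with RSEM. The table they deposited holds for each gene and sample an expected count, which RSEM estimates and which need not be whole where reads fit several genes. The same deposited table holds TPM values as RSEM scaled them. The replicates were not pooled. Of the values in a library, between 2.59 and 3.43% were not whole. Genes whose reads are shared with near-identical copies are given as uncertain. The labels give no sequencing batch or date.

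Expected counts were rounded to whole numbers and TPM values were used only to show levels. Of 24736 genes, 14196 passed edgeR's filterByExpr and were tested. Library totals ran from 10408252 to 27337740 expected counts, with TMM scaling factors from 0.970 to 1.02. The ribosomal transcript Rn45s took 0.149 to 3.17% of the counts. The common biological coefficient of variation was 0.105. The reads carry no molecular identifiers, so counting intervals and floors cover counting error alone. A gene was at the floor in a group where no library had more than 3 counts, and fold changes against such a group are lower bounds.

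The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1 and R 4.3.3) with TMM scaling, one model of all 12 samples, no covariates and Benjamini-Hochberg adjustment over the genes tested, for 6 comparisons between groups. Standard errors of log2 fold changes were derived from the F statistic. A gene was called at an adjusted p of at most 0.05, and counts of large changes further needed an absolute log2 fold change over 1, as in the study. The study itself used DESeq2, which was run here as an alternative (version 1.42.0). Confidence intervals of shares are 95% Wilson intervals. The groups, comparisons, test, marker lists of the report, alternatives and the rule for naming genes were fixed before the data were examined. The rule names Sox2, any gene of the marker lists, and for each comparison the 4 genes with the largest change in each direction among those called, with 3 values on one side of the other 3 and an average of at least 2 log2 CPM. Hprt was named in advance as the target locus of the transgene.

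The lists of the study cover the caudal epiblast, paraxial mesoderm, primitive streak, early primitive streak, anterior mesoderm and endoderm, EpiLC, pluripotency and TCF/LEF genes. The lists not taken from the study cover SOXB1 and Hox genes, general pluripotency, WNT feedback and neural genes. Genes of fibroblast feeders and of the Y chromosome were listed with them. Lists of extraembryonic endoderm, imprinted genes and germline genes silenced by DNA methylation were written later, after some values had been seen and before the lists were tested. Lists were tested with fry on voom weights, adjusted over 78 tests.

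Chromosome positions are those of RefSeq genes in GRCm38.p6, the assembly also called mm10. Of the genes in the table, 24076 (97.3%) had a position, as had 13872 (97.7%) of those tested. For each chromosome, the median log2 deviation of each library was taken over genes with a mean of at least 4 log2 CPM, and the lines were compared by an exact two-sided permutation test over the 924 splits of the 12 libraries.

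The tests were checked on counts simulated for 14196 genes, of which 200 were changed. The edgeR test recovered 187 of these (93.5%), with 7 other genes among its calls (3.61%). DESeq2 recovered 191 (95.5%) with 22 others (10.3%), and limma-voom recovered 188 (94.0%) with 9 others (4.57%). In a simulated comparison without any change, edgeR called 0 genes, with 677 at an unadjusted p of at most 0.05.

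No pair of replicates came from one library deposited again, since chi-square per degree of freedom was between 7.39 and 41.2 for all pairs. The labels number the replicates of each group from 1 to 3. Deviations of same-numbered EpiLC and CEpiLC libraries from their group means correlated across genes with r of 0.120, 0.132 and 0.103. These values are low and libraries with different numbers were not compared, so whether the numbers pair the samples is open. The main test used no pairing, and the replicate number entered only as a block in an alternative. In the other 5 comparisons at least 1 of the 3 correlations was under 0.1, although single values reached 0.201 (replicate 2 in SOX2-ON against CEpiLC).

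The alternatives were scaling by RLE or by library size alone, 2 other filters on low counts, DESeq2, limma-voom, a fit of only the 6 libraries compared, the replicate number as a block, a threshold of 0.01, camera in place of fry, and leaving out each replicate in turn. One more was chosen after the data were seen, namely removing the median shift of chromosomes 6, 8 and 11 from the SOX2 TetON libraries. Shares were set against simulated unchanged groups with the same control libraries, drawn 20 times. The shares of genes that also differed from EpiLC, which rest on the same SOX2 TetON libraries, were set against 20 further simulations. In these the fitted difference of CEpiLC from EpiLC was shuffled among genes of like expression (20 bins), and the differences from CEpiLC stayed with their gene. Chromatin data of the study were not used here. One gene is not reported here by name.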

Results

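RNA sequencing was collected from 12 mouse cultures at 72 h of differentiation from embryonic stem cells, in 4 groups with 3 replicates each. Every culture received FGF and LGK974, which blocks the secretion of WNT ligands. The EpiLC group (epiblast-like cells) was wild type and received no other factor. The CEpiLC group (caudal epiblast-like cells) was wild type and was exposed from day 2 to day 3 to CHIR99021, an inhibitor of GSK3 that switches on the WNT pathway. The SOX2-OFF and SOX2-ON groups received CHIR99021 in the same way and came from the SOX2 TetON line, in which both copies of Sox2 had been inactivated and a doxycycline-dependent Sox2 transgene had been placed in the Hprt locus. Doxycycline had been withdrawn from SOX2-OFF and was kept at 1 µg/ml in SOX2-ON. SOX2-ON against SOX2-OFF was therefore a comparison within one line, in which doxycycline differed as well as SOX2. In each comparison of these groups with EpiLC or CEpiLC, the line differed too, and in those of SOX2-ON so did doxycycline. No culture of the SOX2 TetON line without CHIR99021 was analysed here.

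The libraries held between 10408252 and 27337740 expected counts. Replicates 1, 2 and 3 held 20915674, 19250606 and 13387030 in EpiLC and 27337740, 18712441 and 10408252 in CEpiLC. They held 17120116, 18285561 and 11306400 in SOX2-OFF and 18658135, 17897715 and 17557433 in SOX2-ON. Of 24736 genes, 14196 had enough counts to be tested. Across genes, the log2 CPM of 2 replicates of a group correlated with r between 0.984 and 0.993 (genes are not independent replicates), and every pair of replicates differed by more than sampling noise. The first principal component held 48.7% of the variance and ordered the groups as EpiLC (-78.3 to -74.5), CEpiLC (-21.2 to -7.97), SOX2-ON (32.3 to 47.3) and SOX2-OFF (53.8 to 57.4). The second component held 25.8%.

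Sox2 (chromosome 3, 34649995 to 34652461 in GRCm38, the assembly also called mm10) was examined first, because the design turns on it. In TPM, the 3 libraries read 171, 119 and 121 in EpiLC, 13.7, 9.66 and 7.78 in CEpiLC, 21.2, 16 and 12.3 in SOX2-OFF, and 215, 173 and 174 in SOX2-ON. The means were 137 ± 29.7 TPM (SD, n = 3) in EpiLC, 10.4 ± 3.01 in CEpiLC, 16.5 ± 4.48 in SOX2-OFF and 187 ± 24 in SOX2-ON. The gene's counts do not separate endogenous from transgene transcripts, and a disrupted endogenous gene can still be transcribed. Sox2 fell by 3.67 on the log2 scale from EpiLC to CEpiLC (SE 0.23, adjusted p 7.4e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SOX2-ON exceeded SOX2-OFF by a log2 fold change of 3.44 (SE 0.22, edgeR adjusted p 3.11e-07) and CEpiLC by 4.09 (SE 0.23, edgeR adjusted p 2.85e-08). The 3 SOX2-ON values lay above all 6 values of those groups. Sox2 was higher in SOX2-OFF than in CEpiLC by 0.65 (SE 0.24, edgeR adjusted p 0.0367), but the values of these groups overlapped, and the difference was not called by limma-voom (log2 fold change 0.62, adjusted p 0.102) or when SOX2-OFF replicate 1 was left out (0.44, adjusted p 0.183); over all alternatives the adjusted p ran from 0.000116 to 0.183. SOX2-ON and EpiLC did not differ at the threshold (log2 fold change 0.42, SE 0.19, edgeR adjusted p 0.0711). That call also depended on the setting, with adjusted p values between 0.000248 under a replicate block and 0.249 without SOX2-ON replicate 1. Hprt (chromosome X, 52988078 to 53021660), where the transgene sits, read 0.923 ± 0.338 TPM in EpiLC, 1.64 ± 0.331 in CEpiLC, 15.1 ± 2.47 in SOX2-OFF and 20 ± 3.92 in SOX2-ON. It differed between the lines (log2 fold change 3.20 in SOX2-OFF over CEpiLC, SE 0.24, edgeR adjusted p 5.7e-07) but not between SOX2-ON and SOX2-OFF (0.35, SE 0.19, edgeR adjusted p 0.199).

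**Figure D1:**
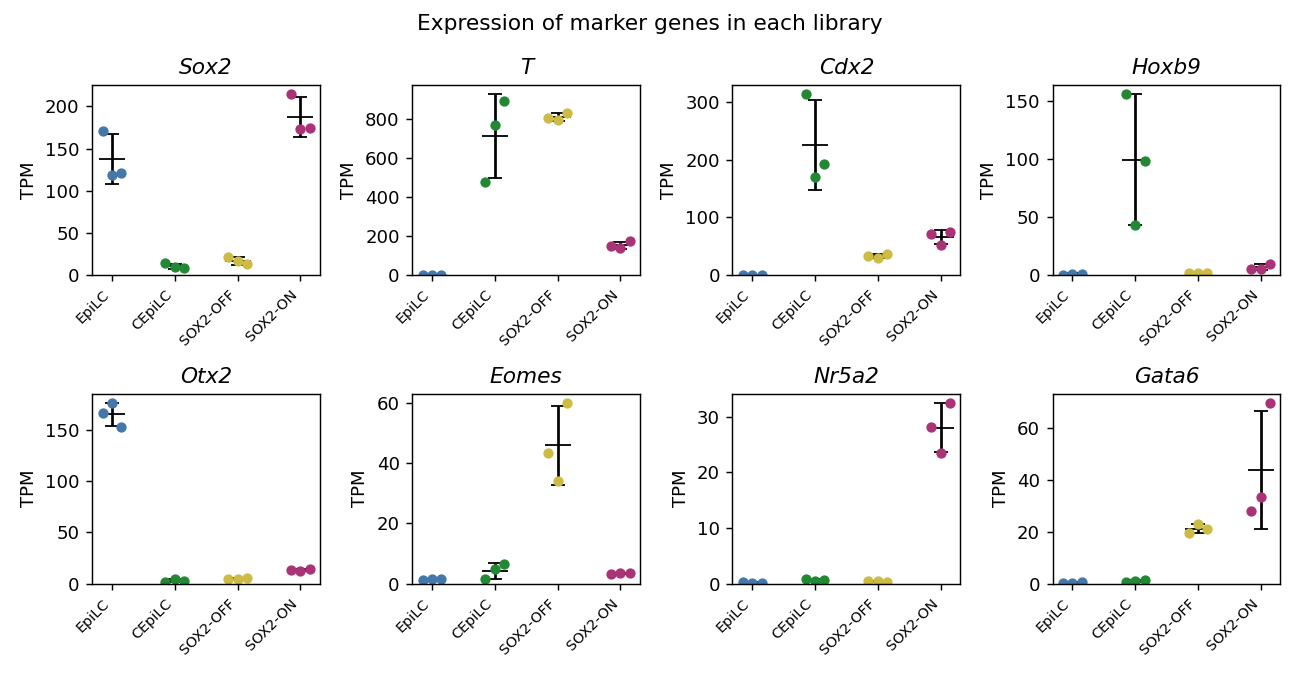
Expression of 8 genes in TPM (vertical axes) in the 12 libraries, by group (horizontal axes). Each point is a library, and the bars mark the mean and the SD of the 3 replicates. Sox2 is high in EpiLC and SOX2-ON, and Cdx2 and Hoxb9 are highest in CEpiLC.

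The response of wild-type cells to CHIR99021 was addressed by CEpiLC against EpiLC. At an adjusted p of at most 0.05, 5994 of 14196 genes differed, 937 of them higher by a log2 fold change over 1 (the CHIR-induced genes below) and 801 lower by as much (the CHIR-repressed genes). Among the alternatives that kept this threshold, here and in the comparisons that follow, leaving out EpiLC replicate 2 moved the number of differing genes most, to 4828. In 7426 genes, 52.3% of those tested, the 3 values of one group all lay above the 3 of the other, against 10% by chance. T (chromosome 17, 8434423 to 8442496), a marker of the primitive streak, rose from 0.550 ± 0.118 to 711 ± 215 TPM (log2 fold change 10.29, SE 0.30, edgeR adjusted p 1.36e-10). The caudal genes Cdx2 (10.75, SE 0.44, edgeR adjusted p 1.84e-09), Nkx1-2 (8.64, SE 0.34, edgeR adjusted p 1.73e-09) and Hoxb9 (7.27, SE 0.56, edgeR adjusted p 5.4e-07) rose as well, and in each the 3 CEpiLC values were above the 3 EpiLC values. Some induced genes had no more than 3 counts in any EpiLC library, so that their fold change has only a lower bound. Cdx1 was at least 233-fold higher, Evx1os at least 184-fold and Msgn1 at least 157-fold. Sprr2a1 and Sprr2a2, also among the genes with the largest rise, had identical values in all 12 libraries, and their reads cannot be assigned to either. The WNT target Axin2 rose by 3.67 (SE 0.17, edgeR adjusted p 4.82e-09).

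Among the genes that fell, Otx2 (chromosome 14, 48656781 to 48667644) went from 165 ± 11.4 to 2.62 ± 1.36 TPM (log2 fold change -6.08, SE 0.25, edgeR adjusted p 1.84e-09). Pou3f1 (-4.34), Fgf5 (-3.95), Spon1 (-5.21) and Sez6 (-6.63) fell too, with edgeR adjusted p values of 6.49e-08, 9e-07, 5.03e-09 and 1.01e-07, and Foxd4 was at least 69.7-fold lower. In all 6 of these genes the 3 CEpiLC values lay below the 3 EpiLC values. Sox3, a close relative of Sox2, fell by 1.38 (SE 0.23, edgeR adjusted p 0.000367).

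**Figure D2:**
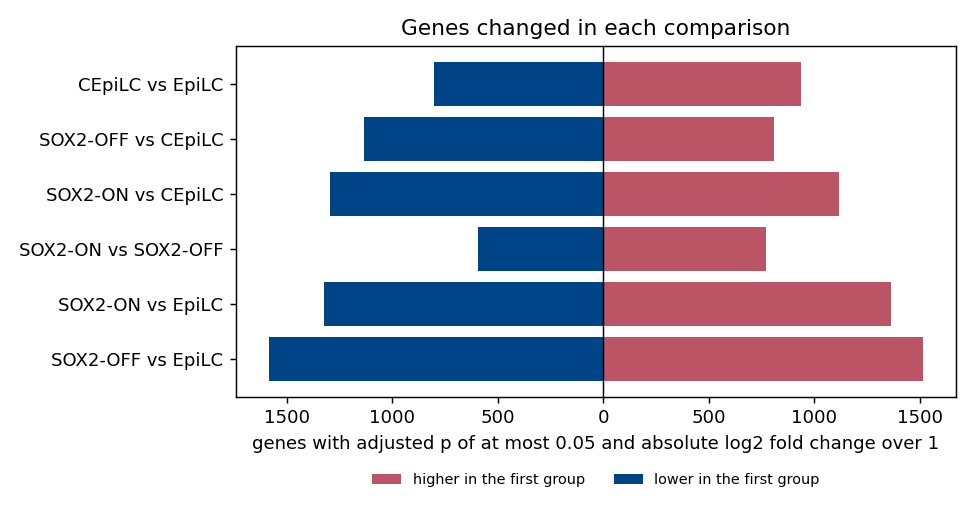
Number of genes (horizontal axis) higher, to the right, and lower, to the left, in the first group of each of the 6 comparisons (vertical axis), at an adjusted p of at most 0.05 and an absolute log2 fold change over 1. SOX2-ON vs SOX2-OFF, the comparison within one line, has the fewest, with 771 higher and 593 lower.

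SOX2-OFF against CEpiLC asked how cells in which SOX2 was withdrawn answer the same signal, with the line as a second difference. It gave 6885 genes at the threshold, with 806 higher and 1136 lower by a log2 fold change over 1. Leaving out SOX2-OFF replicate 1 moved the number of differing genes most, to 5947, and removing the shift of chromosomes described below, an alternative chosen after the data were seen, gave 5982. Groups did not overlap in 55.3% of tested genes. T was not detectably different (809 ± 19.3 TPM in SOX2-OFF, log2 fold change 0.20, SE 0.17, edgeR adjusted p 0.335). Its difference depended on single CEpiLC libraries, with -0.0068 without replicate 1 (adjusted p 0.962) and 0.41 without replicate 3 (adjusted p 0.0355, in a range of 0.0355 to 0.962). Cdx1 did not differ at the threshold either (-0.29, edgeR adjusted p 0.291), except without CEpiLC replicate 2 (-0.53, adjusted p 0.0152, in a range of 0.0152 to 0.761 over the alternatives). Caudal genes were lower in SOX2-OFF. Cdx2 (chromosome 5, 147300900 to 147307249) stood at 32.4 ± 3.37 TPM against 225 ± 77.9 in CEpiLC (log2 fold change -2.79, SE 0.22, edgeR adjusted p 7.34e-07). Hoxb9 (chromosome 11, 96271330 to 96276595) stood at 1.55 ± 0.207 against 99.4 ± 56.7 TPM (-6.02, SE 0.51, edgeR adjusted p 1.1e-06), and Nkx1-2 was lower by a log2 fold change of -2.97 (SE 0.22, edgeR adjusted p 4.44e-07). In these 3 genes all SOX2-OFF values were below all CEpiLC values, as they were in Sox3 (-2.73, SE 0.29, edgeR adjusted p 6.08e-06). Hoxb9 and Axin2 lie on chromosome 11, where genes as a whole were lower in the SOX2 TetON line. That shift was small beside the fall of Hoxb9, whereas Axin2 (-0.53, edgeR adjusted p 0.00871) was at -0.0085 with the shift removed (adjusted p 0.969, in a range of 0.000293 to 0.969 over the alternatives).

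Genes of the early streak and of anterior mesoderm and endoderm were higher in SOX2-OFF than in CEpiLC. Eomes (chromosome 9, 118478186 to 118486132) read 45.9 ± 13.1 against 4.25 ± 2.61 TPM (log2 fold change 3.55, SE 0.37, edgeR adjusted p 6.41e-06). Nodal (2.24, SE 0.30, edgeR adjusted p 4.83e-05), Mixl1 (1.61, SE 0.39, edgeR adjusted p 0.00386) and Gata6 (4.53, SE 0.39, edgeR adjusted p 1.24e-06) were higher in all 3 SOX2-OFF libraries than in any CEpiLC library. The genes with the largest differences were Tex13b on chromosome X, which was at least 136-fold higher in SOX2-OFF, Cubn (log2 fold change 9.34, SE 0.54, edgeR adjusted p 8.84e-08), Serpinb6c (at least 42.4-fold higher) and Srgn (8.52, SE 0.57, edgeR adjusted p 2.23e-07). In the other direction stood Usp26 (at least 175-fold lower), Xlr3b (-6.89, with reads shared among near-identical genes and therefore uncertain), Pla2g1b (-6.73, SE 0.37, edgeR adjusted p 6.66e-08) and Hoxb9.

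SOX2-ON against CEpiLC asked what sustained SOX2 does to the response, again with the line as a second difference and with doxycycline different as well. It gave 8020 genes at the threshold, with 1116 higher and 1295 lower by a log2 fold change over 1, and a fit of the 6 compared libraries alone moved the number at the threshold most, to 7041. Groups did not overlap in 59.9% of tested genes. T stood at 152 ± 17.9 TPM in SOX2-ON (log2 fold change -2.27, SE 0.17, edgeR adjusted p 3.35e-07), below every CEpiLC value and above every EpiLC value. Paraxial mesoderm genes were among those with the largest fall. Msgn1 (chromosome 12, 11208382 to 11208948) went from 174 ± 165 to 0.890 ± 0.610 TPM (-7.58, SE 0.98, edgeR adjusted p 5.69e-05), with counts of 1, 5 and 3 in the SOX2-ON libraries. Aplnr was lower by -6.84 (SE 0.50, edgeR adjusted p 2.21e-07) and Usp26 by -7.96 (SE 0.33, edgeR adjusted p 4.09e-09). The caudal genes Nkx1-2 (-3.78), Hoxb9 (-3.97) and Cdx2 (-1.82) and the streak gene Cdx1 (-2.03) were lower in all 3 SOX2-ON libraries, with edgeR adjusted p values of 4.95e-08, 4.32e-06, 9.89e-06 and 2.04e-05. Axin2, on chromosome 11, was lower (-0.58, SE 0.15, edgeR adjusted p 0.00432), but at -0.06 with the chromosome shift removed (adjusted p 0.778, in a range of 0.000135 to 0.778). Eomes did not differ (-0.27, SE 0.41, edgeR adjusted p 0.599), and its sign changed with limma-voom (0.17) and without CEpiLC replicate 3 (0.16); it was called without CEpiLC replicate 1 (-0.75, adjusted p 0.0241, in a range of 0.0241 to 0.881).

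Genes linked to naive pluripotency were higher in SOX2-ON than in CEpiLC. Nr5a2 (chromosome 1, 136842562 to 136960448) read 28.1 ± 4.47 against 0.620 ± 0.111 TPM (log2 fold change 5.43, SE 0.22, edgeR adjusted p 4.09e-09). Dppa3 (chromosome 6, 122626424 to 122630271) read 123 ± 21.1 against 4.0 ± 1.05 TPM (4.84, SE 0.29, edgeR adjusted p 4.77e-08). Esrrb (3.56), Klf2 (2.89) and Nanog (2.51) were higher as well, with edgeR adjusted p values of 1.37e-06, 1.17e-05 and 0.000516, and in each of these 5 genes the 3 SOX2-ON values exceeded the 3 CEpiLC values. Dppa3 and Nanog lie on chromosome 6 and Klf2 on chromosome 8, where genes as a whole were higher in the SOX2 TetON line than in wild type, by medians of 0.58 and 0.61. Otx2 was higher than in CEpiLC (13.3 ± 1.18 TPM, log2 fold change 2.40, SE 0.26, edgeR adjusted p 6e-06) but remained below EpiLC (-3.68, SE 0.20, edgeR adjusted p 1.62e-08). The genes with the largest rise over CEpiLC were in part those of SOX2-OFF, namely Tex13b (at least 126-fold), Cubn (log2 fold change 8.40, SE 0.54, edgeR adjusted p 7.12e-08), Serpinb6c (at least 19-fold) and Klb (at least 47.1-fold). Gata6 was higher too (5.52, SE 0.38, edgeR adjusted p 1.4e-07), with 69.6 TPM in SOX2-ON replicate 3 against 27.9 and 33.2 in replicates 1 and 2. Cubn read 24, 34.2 and 77.4 TPM in replicates 1, 2 and 3, so that replicate 3 weighs most in both.

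Within the SOX2 TetON line, SOX2-ON against SOX2-OFF gave 4091 genes at the threshold, with 771 higher and 593 lower by a log2 fold change over 1. Leaving out SOX2-OFF replicate 2 moved the number at the threshold most, to 3054, and groups did not overlap in 43.8% of tested genes. T was lower in SOX2-ON (-2.47, SE 0.18, edgeR adjusted p 7.42e-07), as were Msgn1 (-7.04), Aplnr (-5.87), Cyp26a1 (-5.78), Hoxb1 (-5.63), Mixl1 (-5.39) and Eomes (-3.82), with edgeR adjusted p values of 0.000344, 3.76e-06, 0.000155, 5.35e-06, 5.96e-06 and 9.64e-06. In all 7 the 3 SOX2-ON values were below the 3 SOX2-OFF values. Higher in SOX2-ON were Pdzrn4 (6.82, SE 0.38, edgeR adjusted p 1.18e-07), Sox21 (6.57, SE 0.42, edgeR adjusted p 3.11e-07), Nr5a2 (6.13, SE 0.24, edgeR adjusted p 1.37e-08) and Dppa3 (4.16, SE 0.28, edgeR adjusted p 4.27e-07), again in all 3 libraries. Tmem254b also ranked among the largest rises but shares reads with near-identical genes and is uncertain. Cdx2 was higher in SOX2-ON (65.7 ± 12.2 against 32.4 ± 3.37 TPM, 0.97, SE 0.22, edgeR adjusted p 0.00481). Nanog, which exceeded CEpiLC in both groups (in SOX2-OFF by 1.65, SE 0.47, edgeR adjusted p 0.0104), did not differ between them (0.86, SE 0.43, edgeR adjusted p 0.157), except under a replicate block (0.86, adjusted p 0.026, in a range of 0.026 to 0.372). The rise of Nanog in SOX2-OFF over CEpiLC was not called once the shift of chromosome 6 had been removed (1.07, adjusted p 0.0807, in a range of 0.000374 to 0.0807).

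The remaining comparisons set the SOX2 TetON groups against EpiLC, with CHIR99021 and the line both different, and for SOX2-ON doxycycline as well. SOX2-ON against EpiLC gave 8483 genes at the threshold (1364 higher and 1323 lower by a log2 fold change over 1), and SOX2-OFF against EpiLC gave 8819 (1513 higher and 1584 lower). Leaving out EpiLC replicate 2 moved the numbers at the threshold most, to 7689 and 8026, and groups did not overlap in 66.1% and 69.2% of tested genes. Sp5 was at least 237-fold higher in SOX2-ON than in EpiLC. Skida1 was lower in SOX2-ON by -6.36 (SE 0.31, edgeR adjusted p 5.75e-09), and Gfra1 was lower in SOX2-OFF by -6.89 (SE 0.40, edgeR adjusted p 2.17e-08).

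These comparisons were then combined. Of the 937 CHIR-induced genes, 336 (35.9%, 95% Wilson interval 32.9 to 39.0%) were lower in SOX2-OFF than in CEpiLC, against 24.9% of all tested genes, and 162 (17.3%, 15 to 19.8%) were higher, against 23.6%. In SOX2-ON, 555 (59.2%, 56.1 to 62.3%) were lower than in CEpiLC, against 28.6% of all tested genes, and 280 were lower in both groups. A stricter adjusted p of 0.01 moved these shares most, to 28.6%, 11.5% and 54.4%. Of the CHIR-induced genes, 726 (77.5%) still exceeded EpiLC in SOX2-OFF, against 31.5% of all tested genes, and 559 (59.7%) in SOX2-ON, against 30.7%. Of the 801 CHIR-repressed genes, 558 (69.7%, 66.4 to 72.7%) were lower in SOX2-ON than in EpiLC, against 29.1% of all tested genes, and 345 (43.1%) were higher in SOX2-ON than in CEpiLC, against 27.9%. The intervals cover counting error over genes alone. Because these comparisons share control libraries, unchanged groups were simulated 20 times against the same controls. The largest of these simulated shares were 0.197%, 0.0994% and 0.201% for the shares measured in SOX2-OFF and SOX2-ON against CEpiLC, and 0.115% for the CHIR-repressed genes lower in SOX2-ON than in EpiLC. For the shares of 77.5%, 59.7% and 43.1% the largest simulated value was 0%, and at an unadjusted p of at most 0.05 the largest were 5.85%, 5.60% and 5.13%, where the data had 79.3%, 61.8% and 45.6%.

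Of the 806 genes higher in SOX2-OFF than in CEpiLC, 654 (81.1%, 78.3 to 83.7%) were also higher than in EpiLC. Of the 1116 genes higher in SOX2-ON than in CEpiLC, 845 (75.7%, 73.1 to 78.1%) were also higher than in EpiLC. Genes chosen as high in these libraries tend to exceed EpiLC as well, so the shares were set against 20 simulations in which the effect of CHIR99021 was shuffled among genes of like expression. These gave 80.9 to 85.1% for SOX2-OFF, which includes the observed share, and 82.7 to 86.3% for SOX2-ON, which lies above it. The observed shares fell to 76.7% in SOX2-OFF and 71.8% in SOX2-ON when EpiLC replicate 1 was left out, their largest moves. The SOX2-OFF share then lay below the range simulated with all libraries. The simulations were not repeated without that library, so whether the place of this share depends on it is open. Without the shuffle, 20 simulations with all libraries had means of 79.9% for SOX2-OFF, below its shuffled range, and 75.5% for SOX2-ON. The SOX2-OFF and SOX2-ON sets had 523 genes in common, and 646 genes were lower in both groups than in CEpiLC. In simulated unchanged groups these counts never exceeded 1 and 0, with at most 95 and 75 genes at an unadjusted p of at most 0.05 in both comparisons, where the data had 2801 and 2857. Across genes, the log2 fold changes of SOX2-OFF and SOX2-ON over CEpiLC correlated with r = 0.68, against a mean of 0.49 and a maximum of 0.57 in the simulations. Of the 806 genes higher in SOX2-OFF, 233 also exceeded SOX2-ON, and of the 1116 higher in SOX2-ON, 546 also exceeded SOX2-OFF. Of 24 tested markers of extraembryonic endoderm, Gata6 and Cubn among them, 20 were higher in both groups than in CEpiLC, and their median in SOX2-ON replicate 3 was higher than in replicates 1 and 2 by a log2 of 1.13.

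Differences between the lines were not spread evenly over the genome. Among genes with a mean of at least 4 log2 CPM, the 377 on chromosome 6 were higher in the 6 SOX2 TetON libraries than in the 6 wild-type libraries by a median log2 difference of 0.58 (1.49-fold), and 94.4% of them lay on that side. The 471 genes on chromosome 8 were higher by 0.61 (1.52-fold, 96.0% of genes). The 678 genes on chromosome 11 differed by -0.52 (0.696-fold, 92.0% of genes lower). Each of these had the smallest p that the 924 splits of the 12 libraries can give (two-sided exact permutation test, p 0.00216, Benjamini-Hochberg adjusted over 20 chromosomes 0.00866). The other 17 chromosomes stayed within 0.061 of zero, although chromosomes 1, 10 and 18 also passed an adjusted p of 0.05, with differences of 0.05, 0.05 and 0.03. On chromosomes 6, 8 and 11, SOX2-ON and SOX2-OFF differed by medians of at most 0.028, and CEpiLC and EpiLC by at most 0.017. Of the 523 genes higher in both TetON groups, 22.2% lay on chromosomes 6 or 8, against 9.93% of tested genes, and of the 646 lower in both, 21.1% lay on chromosome 11, against 8.10%.

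**Figure D3:**
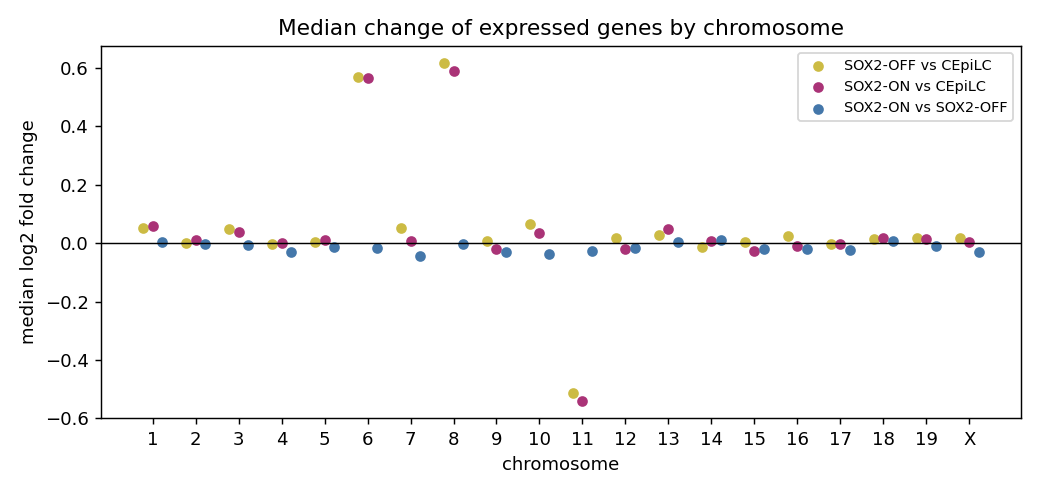
Median log2 fold change (vertical axis) of the genes of each chromosome (horizontal axis) with a mean of at least 4 log2 CPM, in 3 comparisons. Chromosomes 6, 8 and 11 are displaced in both comparisons of the SOX2 TetON line with wild type and not in SOX2-ON against SOX2-OFF.

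Marker lists fixed in advance were then tested with fry, a set test that allows for correlation between genes. It asks whether the members of a list change, not whether they change more than other genes. Between 28.8 and 62.1% of all tested genes were called in these comparisons, so a small fry p does not by itself show a change particular to the list. In 78 tests, 13 lists in 6 comparisons, 64 had a Benjamini-Hochberg adjusted p of at most 0.05. A camera test with an estimated correlation, which sets a list against the other genes, moved this most, leaving 6. These were the EpiLC list in CEpiLC, SOX2-ON and SOX2-OFF against EpiLC, and the pluripotency list in SOX2-ON against CEpiLC, SOX2-OFF and EpiLC, with adjusted p values of 0.0318. The 8 lists of the study were drawn up on these libraries and are not independent evidence. All 9 caudal epiblast genes were higher in CEpiLC than in EpiLC and lower in SOX2-OFF and in SOX2-ON than in CEpiLC, both adjusted over the list alone and over all genes tested (fry adjusted p 1.02e-05, 1.15e-05 and 1.17e-05). The 8 paraxial mesoderm genes had a median log2 fold change of -4.52 in SOX2-ON against CEpiLC (8 lower, fry adjusted p 0.00129) and of -1.17 in SOX2-OFF (5 lower, fry adjusted p 0.116, from 0.000237 with a replicate block to 0.289 without SOX2-OFF replicate 2). Whether these falls differ was tested by SOX2-ON against SOX2-OFF (median -3.38, 6 of 8 lower, fry adjusted p 0.011). The 4 primitive streak genes were lower in SOX2-ON than in CEpiLC (-1.85, 4 of 4 lower, fry adjusted p 5.03e-05). As a set they were not called in SOX2-OFF (-0.34, 1 of 4 lower, fry adjusted p 0.257). That p ran from 0.00722 without CEpiLC replicate 2 to 0.733 with the chromosome shift removed. With a replicate block the set was also called lower in SOX2-OFF (fry adjusted p 0.0143). Of the 4 early primitive streak genes, 3 were higher in SOX2-OFF (1.36, fry adjusted p 7.46e-05), whereas in SOX2-ON they had no direction as a set (1 higher and 2 lower, fry adjusted p 0.949), except under a replicate block, where the set was lower (0.0302, in a range of 0.0302 to 0.991). All 19 anterior mesoderm and endoderm genes were higher in SOX2-OFF than in CEpiLC (3.22, fry adjusted p 1.15e-05), and in SOX2-ON 11 were higher and 5 lower (1.54, fry adjusted p 0.000939). All 7 EpiLC genes were lower in CEpiLC than in EpiLC (-4.34, fry adjusted p 2.5e-08). In SOX2-OFF against CEpiLC, 4 of them were higher and 1 lower (median 0.81 with genes at the count floor set to their bound, fry adjusted p 0.00244). In SOX2-ON against CEpiLC, 3 of them were higher and 2 lower, with a set direction of higher (fry adjusted p 0.00121), a fitted median of 1.49 and a median of -0.22 once genes at the count floor were set to their bound. All 13 pluripotency genes were higher in SOX2-ON than in CEpiLC (3.22, fry adjusted p 5.56e-08) and 11 were higher than in SOX2-OFF (12 adjusted over the list alone, 1.59, fry adjusted p 9.37e-07). In SOX2-OFF against CEpiLC, 7 of them were higher and 0 lower (0.89, fry adjusted p 7.5e-05). The 4 TCF/LEF genes, which encode the DNA-binding partners of β-catenin, had no direction in CEpiLC against EpiLC (2 higher and 1 lower, fry adjusted p 0.726). As a set they were lower in SOX2-ON than in SOX2-OFF (median -0.40, 1 higher and 2 lower, fry adjusted p 0.00682). They were also lower than in CEpiLC (-0.34, 1 higher and 2 lower, fry adjusted p 0.0211, from 0.00284 with a replicate block to 0.212 without SOX2-ON replicate 3). Members of this list lie on the shifted chromosomes 6 and 11, and with the chromosome shift removed the set was not called against CEpiLC (fry adjusted p 0.0713).

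**Figure D4:**
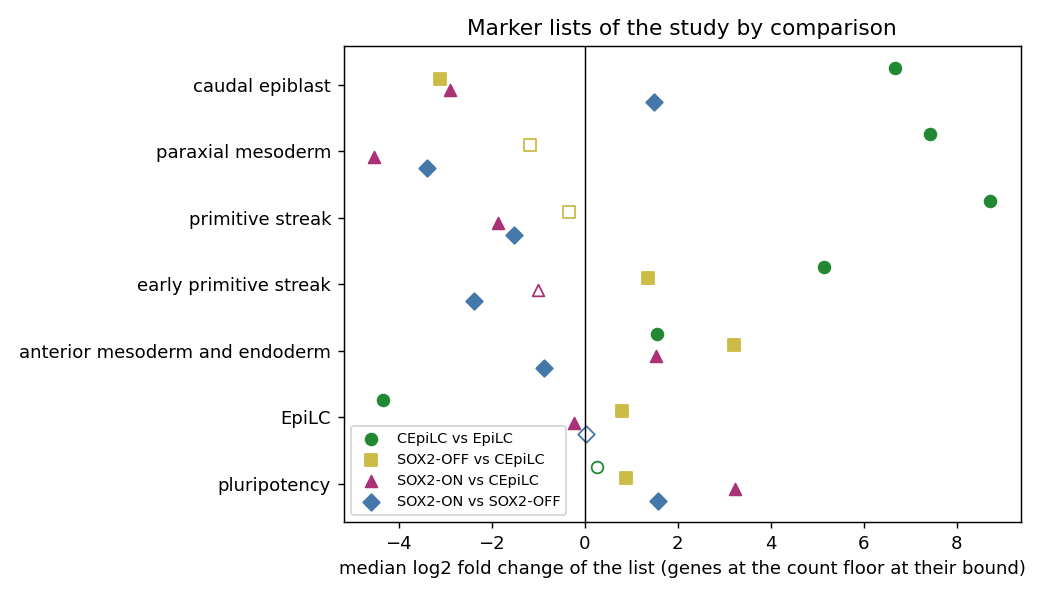
Median log2 fold change (horizontal axis) of 7 marker lists (vertical axis) in 4 comparisons, with genes at the count floor set to their bound. Filled symbols have a fry adjusted p of at most 0.05 and open symbols do not. The caudal epiblast list is positive in CEpiLC vs EpiLC and negative in both TetON groups vs CEpiLC.

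The other 5 lists were not taken from the study. Of 39 Hox genes, 25 were tested, and 21 were higher in CEpiLC than in EpiLC (fry adjusted p 0.000609); 17 were lower in SOX2-OFF than in CEpiLC (18 adjusted over the list alone, fry adjusted p 0.0244, from 0.000153 with a replicate block to 0.136 without SOX2-OFF replicate 1) and 18 in SOX2-ON (fry adjusted p 0.00591, from 1.72e-05 with a replicate block to 0.0693 without SOX2-ON replicate 1). Of the 3 SOXB1 genes (Sox1, Sox2 and Sox3), 2 were lower in CEpiLC than in EpiLC (fry adjusted p 0.000186) and all 3 were higher in SOX2-ON than in SOX2-OFF (fry adjusted p 0.000435). Of 12 genes of WNT feedback, 11 were higher in CEpiLC than in EpiLC (1.56, fry adjusted p 6.7e-06), and in SOX2-ON 8 were lower than in CEpiLC (-0.80, fry adjusted p 0.000118). Of 15 tested genes of general pluripotency, 10 were higher and 2 lower in SOX2-ON than in CEpiLC (fry adjusted p 3.86e-07), and 7 were higher and 4 lower in SOX2-OFF (fry adjusted p 2.72e-05). Of 9 tested neural genes, 4 were higher and 3 lower in SOX2-ON than in CEpiLC (fry adjusted p 0.497), and 6 were higher than in SOX2-OFF (1.78, fry adjusted p 0.000851).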

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

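The alternatives below were fixed before the data were examined, except the removal of the chromosome shift, which was chosen after that shift had been seen. They cover other scalings, filters, tools, the libraries in the fit, a replicate block, a threshold of 0.01, camera for the lists, and leaving out each library. DESeq2, limma-voom and the threshold give no list tests. The cause of a change was not tested unless stated.

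The numbers of genes called stayed within a factor of 1.5 in every alternative except the stricter threshold of 0.01, which by construction gave fewer, with 3968 in CEpiLC against EpiLC and 2437 in SOX2-ON against SOX2-OFF. Library-size scaling left the number close but changed the higher share of the calls in SOX2-OFF against CEpiLC by -6.43 points, from 48.7 to 42.3%. The replicate block raised every count, to 6491, 7285, 8390, 4625, 8837 and 9143 in the order of the report. Correlations of same-numbered replicates in the 5 comparisons other than CEpiLC against EpiLC ranged from -0.0151 to 0.201, with at least 1 under 0.1 in each.

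For Sox2 in SOX2-OFF against CEpiLC, the call was lost with limma-voom (0.62, adjusted p 0.102) and at the threshold of 0.01 (0.65). Leaving out 1 library gave 0.44 (without SOX2-OFF replicate 1) to 0.94 (without CEpiLC replicate 1), and 4 of 6 such fits were over 0.05. For Sox2 in SOX2-ON against EpiLC, a difference was called with limma-voom (0.43, adjusted p 0.0286), with the 6 compared libraries alone (0.42, adjusted p 0.0329) and with a replicate block (0.44, adjusted p 0.000248). Leaving out 1 library gave 0.29 (without SOX2-ON replicate 1) to 0.63 (without EpiLC replicate 1), and the latter was also called (adjusted p 0.0158). The cause was not tested for either.

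Of the CHIR-induced genes, the share lower in SOX2-OFF than in CEpiLC was 28.6% at the threshold of 0.01 and 29.4% (without SOX2-OFF replicate 2) to 37.5% (without EpiLC replicate 1) with 1 library left out. The share higher in SOX2-OFF was 19.9% with limma-voom, 21.3% with a replicate block, 11.5% at the threshold of 0.01, and 13.9% (without SOX2-OFF replicate 1) to 19.6% (without CEpiLC replicate 3). The share lower in SOX2-ON was 54.4% at the threshold of 0.01, and 54.9% (without SOX2-ON replicate 1) to 61.0% (without EpiLC replicate 2). A stricter threshold lowers these shares by construction. The cause of the other moves was not tested.

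Of the genes higher in SOX2-OFF than in CEpiLC, the share also above EpiLC was 84.0% with the 6 compared libraries alone, and 76.7% (without EpiLC replicate 1) to 83.4% (without CEpiLC replicate 1). For SOX2-ON this share was 73.0% with the filter of 1 read in any sample, 78.2% with the 6 compared libraries alone, 72.2% with chromosome medians removed, and 71.8% (without EpiLC replicate 1) to 77.5% (without CEpiLC replicate 1). The cause was not tested.

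Of the gene lists, camera with an estimated correlation left 6 of 78 tests at an adjusted p of at most 0.05, against 58 to 70 in the other alternatives. The direction of 6 tests turned in some alternative, as follows. The early primitive streak list in SOX2-ON against CEpiLC turned with library-size scaling (adjusted p 0.880), the filter of 1 read (0.974), the 6 compared libraries (0.991), a replicate block (0.0302), camera (0.840) and chromosome medians removed (0.655), and ran from 0.108 to 0.968 with 1 library left out. The general pluripotency list in CEpiLC against EpiLC turned with the filter of 1 read (0.915) and with camera (0.700), and ran from 0.00892 (without CEpiLC replicate 1) to 0.791. The TCF/LEF list turned in SOX2-OFF against EpiLC with the 6 compared libraries (0.509), and in CEpiLC against EpiLC it ran from 0.385 to 0.989 with 1 library left out. With chromosome medians removed, the WNT feedback list in SOX2-OFF against CEpiLC (0.273) and the neural list in SOX2-ON against CEpiLC (0.518) turned. With 1 library left out they ran from 0.0302 to 0.997 and from 0.158 to 0.935. Apart from changes of direction, a call was lost in 63 combinations of a list test and an alternative, 58 of them with camera, and gained in 10. With 1 library left out, it was lost in 23 combinations and gained in 4. A list test can recur among these combinations.

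Of the named genes, T in SOX2-OFF against CEpiLC ran from -0.0068 (without CEpiLC replicate 1) to 0.41 (without CEpiLC replicate 3, adjusted p 0.0355) with 1 library left out. Eomes in SOX2-ON against CEpiLC was 0.17 with limma-voom and ran from -0.75 (without CEpiLC replicate 1, adjusted p 0.0241) to 0.16 (without CEpiLC replicate 3). Cdx1 in SOX2-OFF against CEpiLC gained a call without CEpiLC replicate 2, and Nanog in SOX2-ON against SOX2-OFF gained one with a replicate block. Nanog in SOX2-OFF against CEpiLC lost its call with chromosome medians removed and at the threshold of 0.01. Axin2 lost its call with chromosome medians removed in SOX2-OFF against CEpiLC (-0.0085, adjusted p 0.969) and in SOX2-ON against CEpiLC (-0.06, adjusted p 0.778), and in the former also without CEpiLC replicate 1 (-0.35, adjusted p 0.0542). The other differences of named genes given in the report kept their direction and call in every alternative run, with fitted values standing in for genes given as lower bounds.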

Other observations

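The tests of the chromosome shift, of visceral endoderm, of feeder collagens, of copy number for the genes lower in both groups and of the shuffled effect of CHIR99021 were chosen only after those results had been seen, and the others were written before. The endoderm, imprinted and germline lists were written after some of the data had been seen. Values of several members, among them Gata4, Gata6, Sox17, Dab2 and Peg10, and of feeder and Y-linked genes had been seen before their lists were tested.

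Each of the 6 comparisons rests on 3 libraries against 3. Of the 10 ways to divide such 6 libraries into 3 and 3, only 1, the real one, gave as many genes in CEpiLC against EpiLC (5404 in a fit of these libraries alone), in SOX2-OFF against CEpiLC (6268), in SOX2-ON against CEpiLC (7041), in SOX2-ON against SOX2-OFF (3821), in SOX2-ON against EpiLC (8314) and in SOX2-OFF against EpiLC (8878). The other 9 divisions gave 0 genes each, with at most 425 at an unadjusted p of at most 0.05, where the real ones gave 5417 to 9334. A share under 1 of 10 cannot be reached with 10 divisions, so the share itself excludes nothing. Each of the other 9 divisions mixes libraries of both groups. A real difference between the groups then adds to the spread, so their 0 genes are no baseline. A simulated comparison without any change gave 0 genes, with 677 at an unadjusted p of at most 0.05. Only against that simulation do the numbers of the real divisions argue against a chance division.

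The shift of chromosomes 6, 8 and 11 between the lines is in line with a difference in copy number. In each of 5 consecutive segments per chromosome the median lay between 0.54 and 0.60 on chromosome 6, between 0.58 and 0.65 on chromosome 8 and between -0.54 and -0.48 on chromosome 11, so that the smallest absolute value was 0.476, beside 0.585 for 3 copies over 2. A single region would leave other segments at zero. The level of SOX2 or doxycycline cannot account for it, since SOX2-ON and SOX2-OFF differed by at most 0.0285 on these chromosomes. CHIR99021 cannot either, since CEpiLC and EpiLC differed by at most 0.0168, and a fault of scaling or depth would have moved the other 17 chromosomes, which stayed within 0.0614. The study sequenced chromatin DNA of CEpiLC, SOX2-OFF and SOX2-ON, but those data were not used here, so copy number itself was not measured. If every cell of a line differed by 1 whole copy, the values would correspond to a gained copy of chromosomes 6 and 8 in the SOX2 TetON line and of chromosome 11 in the wild type, since a lost copy would give absolute values of 1. A loss in part of the cells was not tested, so which line is altered is open for such mixtures. The shift involves 1526 genes, 19.2% of the expressed genes with a position, and adds to every comparison of the lines. Genes named here or in the report that lie on these chromosomes include Nanog, Dppa3, Evx1os and Col1a2 on chromosome 6, Klf2 and Col4a1 on chromosome 8, and Hoxb9, Hoxb1, Axin2, Sez6, Sparc and Col1a1 on chromosome 11.

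A direct effect of copy number on the genes of these chromosomes does not account for most of the genes that set both TetON groups apart from CEpiLC. Most of these genes lie elsewhere: 116 of the 523 lay on chromosomes 6 or 8 and 14 on chromosome 11, and of the 646, 36 and 136. Effects of copy number on genes of other chromosomes were not tested. With the medians of the 3 chromosomes removed, 455 genes were higher in both groups, 440 of them among the original 523, and 598 were lower in both, 563 of them among the original 646. The shared CEpiLC libraries do not account for them either, since simulated unchanged groups gave at most 1 gene higher in both and 0 lower in both.

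Of the 646 genes lower in both groups than in CEpiLC, 425 (65.79%) were also lower than in EpiLC in both. With the effect of CHIR99021 shuffled among genes, this share was 78.7 to 84.7%, because the genes were chosen as low in the same libraries, so it is no evidence for a line difference that does not depend on CHIR99021. Of the 646 genes, 173 (26.8%) were CHIR-induced, against 10.8 to 15% with the effect shuffled. Without a TetON culture lacking CHIR99021, such a line difference cannot be told apart from an effect of the treatment in that line for the rest of the set.

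The genes higher in both groups include many markers of extraembryonic endoderm. Of 24 tested markers, 20 were higher in both than in CEpiLC and 1 lower (median log2 line difference 3.46, fry p 1.74e-05), and of 19 markers outside the study lists 15 were higher in both. For these markers this is in line with endoderm-like cells in the SOX2 TetON cultures. Abundant markers rose too, Sparc from 120 TPM in CEpiLC to 349 in SOX2-OFF and 239 in SOX2-ON and Col4a1 from 50 to 602 and 379 (on chromosomes 11 and 8, which were shifted down and up between the lines), although Lamb1 did not do so in both. The markers were higher in SOX2-ON replicate 3 than in replicates 1 and 2 by a median log2 of 1.13, which 0 of 10000 random lists of like expression reached. These counts of markers rest on the adjusted p alone. Of the 523 genes higher in both by a log2 fold change over 1, the 506 that are not markers had a median of 0.41, and 43.9% of the 506 exceeded 0.5, against 7.32% of tested genes. Whether the rest of the set belongs to such cells is open. Transcripts of differentiated visceral endoderm were not abundant, with group means of Ttr, Afp and Apoa1 of at most 1.83 TPM, so that such cells are not the main source. Ttr nevertheless went from 0 counts in each CEpiLC library to between 3 and 30 in each SOX2 TetON library, and reached 2.96 TPM in SOX2-OFF replicate 2.

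A loss of DNA methylation in the SOX2 TetON line could also raise genes in both groups. The 10 tested germline genes silenced by methylation had a median log2 line difference of 1.32 (4 higher in both and 2 lower, fry p 0.00358), but within that line their median was higher in SOX2-ON than in SOX2-OFF by 1.06, which a loss shared by the whole line would not give by itself. The 36 tested imprinted genes had a median of 0.11 (11 higher and 6 lower, fry p 0.187). That small median decides nothing for the imprinted list, since some members differed strongly in either direction. H19 rose from 2.47 TPM in CEpiLC to 83.6 in SOX2-OFF and 148 in SOX2-ON. Grb10, on the shifted chromosome 11, fell from 134 to 12.6 and 26.3 TPM, and Cdkn1c from 25.6 to 1.37 and 2.52. With the germline genes going both ways and some of them, such as Dppa3, also tied to pluripotency, methylation and the level of SOX2 cannot be told apart for the germline list. Carry-over of feeder fibroblasts does not account for the genes, since 0 of the collagens Col1a1, Col1a2 and Col3a1 were higher in both groups (Col1a1 and Col1a2 lie on the shifted chromosomes 11 and 6), and 10 feeder genes had a median of -0.20 (2 higher and 3 lower, fry p 0.394). Of the listed genes of the Y chromosome, Ddx3y (23.7, 18.9, 19.6 and 24 TPM in EpiLC, CEpiLC, SOX2-OFF and SOX2-ON), Eif2s3y (75.0, 63.6, 52.0 and 47.0 TPM) and Uty (9.82, 10.6, 15.5 and 17.4 TPM) were present in all 4 groups. Kdm5d was low throughout and lower in the SOX2 TetON line (0.323, 0.357, 0.0233 and 0.0467 TPM), with 1 count in each SOX2-OFF library.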
